A study of Homo sapiens with 3 samples.

How the data were processed

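PAR-CLIP (photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation) of MATR3, a nuclear protein that binds RNA, was carried out in HAP1 cells, a near-haploid human line derived from chronic myeloid leukaemia cells. The 3 libraries were 2 replicates from wild-type (WT) cells and 1 from a MATR3 knockout (KO) line, which the design names as the negative control. Per the labels' protocols, UV-crosslinked cells were lysed, RNA was digested with RNase T1, which cuts after G, and complexes were recovered on anti-FLAG beads; the labels record no tag on MATR3. Labelled complexes at the position of MATR3 were recovered from a blot, and their RNA was cloned by a small RNA protocol and sequenced on the same type of instrument, per the labels. No label gives a library or sequencing date, so no batch could be set.

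The deposited tables list clusters of overlapping reads, called by the authors separately in each library and not on pooled libraries. Each cluster has counts of reads, of distinct read sequences, of converted positions, and of converted and unconverted T events, and these counts are whole and not normalised per the file headers and values. Deposited fraction columns give the share of a cluster's reads that carry a T-to-C change or end in G. Each deposited cluster also carries 2 scores of the authors' cluster caller, a mode score and a conversion specificity, which were used in no result. No header or label states the caller, aligner, genome build, annotation release or filters. The tables themselves set the limits seen: in every library the weakest cluster had 5 reads and 2 converted positions. Start and end count from 1, since end minus start plus 1 equalled the length of each cluster's sequence. The build is unnamed; for cluster gene names found in a RefSeq list of GRCh38.p14, 99.1% of clusters of WT replicate 1, 99.3% of WT replicate 2 and 98.9% of KO lay inside that gene's interval on the same chromosome. RefSeq names or synonyms matched 8688 of 9189 gene names in WT replicate 1, 5815 of 6043 in WT replicate 2 and 600 of 619 in KO.

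The tables hold reads within called clusters only, so the sequencing depth of the libraries is not known from them. Reads carry no molecular identifiers that the tables show, so intervals cover counting error only. Because the tables list only clusters above a minimum, no upper limit is given for a gene without a cluster. Each cluster kept the one annotation the authors gave it. Classes were introns, 3' UTRs, coding sequence (start and stop codons included), 5' UTRs, non-coding and other transcripts (lincRNA introns, antisense transcripts, retained introns, transcripts subject to nonsense-mediated decay and pseudogenes included), clusters spanning 2 classes, repeats and no annotation. Repeat names were not counted as genes. Overlapping genes are uncertain, because each cluster was given to one gene only, and so are repeated RNAs such as 5S rRNA copies and mitochondrial genes with nuclear copies.

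Group values are means with the standard deviation (SD) over n = 2 WT libraries. With 1 KO library no test between genotypes was run: a permutation of 3 libraries cannot give a p-value below 0.333, and clusters and genes are not replicates. Shares carry 95% Wilson intervals. Clusters of separate libraries were called shared when they overlapped by at least 1 nt on the same strand; the level expected by position alone was the mean share after moving one library by 500, 1000 and 2000 nt either way. Agreement across genes was measured as Spearman's and Pearson's correlation of log2(reads in clusters + 1), with a 95% interval from 1000 resamplings of genes. Pentamer enrichment is the observed over the expected count, the latter from 10 shuffles of each cluster sequence that keep its dinucleotides. The percentile of the gene list was taken among 10000 random lists of 20 protein-coding genes, each member drawn from the 100 genes nearest in RefSeq length; lengths served for matching only. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

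The procedures were tested on simulated data. For the sharing of WT clusters, 100% of overlaps planted among 27155 simulated intervals were recovered. For the pentamers, a planted pentamer ranked 1 in 27155 sequences, and the highest ratio with nothing planted was 1.25.

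Before the data were examined, the comparisons, the alternatives and the rule for named items were fixed. Genes named are MATR3, members of a fixed list of 20 nucleic acid sensing genes that had a cluster, the 10 genes with the highest geometric mean share of cluster reads over the WT libraries, and the 5 genes with the most KO cluster reads. Pentamers named are the 5 with the highest geometric mean enrichment over the WT libraries among those seen at least 100 times in each, and single clusters are the 3 overlapping WT pairs with the highest geometric mean of reads. The alternatives were a minimum of 10 reads or of 3 converted positions per cluster, exclusion of mitochondrial clusters, other weights, overlap of at least 50% of both clusters or on either strand, an equal number of clusters per WT library, other shuffles, removal of 3 nt from each cluster end, and leaving out each WT replicate. Further fixed alternatives were leaving out WT clusters that overlap a KO cluster, and requiring at least 3 clusters per gene in each WT library. So were a pseudocount of 10, genes with clusters in both WT libraries only, and random lists not matched on gene length. Counting distinct read sequences, and limiting each WT library to the 842 clusters with the most reads, were added after seeing the data. A background of flanking genomic windows was not used here.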

Results

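PAR-CLIP marks the RNA contact sites of a protein by T-to-C changes, which arise where crosslinked 4-thiouridine is read as C. Cluster lists were obtained from 2 WT HAP1 libraries and from 1 MATR3 KO library. WT replicate 1 held 87230 clusters made of 2668797 reads, and WT replicate 2 held 27155 clusters made of 1558995 reads. The KO library held 842 clusters made of 224142 reads. Median cluster length was 33 nt in WT replicate 1, 32 nt in WT replicate 2 and 30 nt in KO. Clusters outside the assembled chromosomes numbered 49 in WT replicate 1, 24 in WT replicate 2 and 0 in KO.

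The targeted gene was examined first. Clusters assigned to MATR3, on chromosome 5, numbered 53 in WT replicate 1, of which 52 were intronic and 1 was at the start codon, and they held 3199 reads. In WT replicate 2 there were 26 clusters, all intronic, with 2135 reads. No cluster was assigned to MATR3 in the KO library. At the WT shares of all clusters, 0.0608% in replicate 1 and 0.0957% in replicate 2, a library of 842 clusters would hold 0.512 or 0.806 MATR3 clusters, so a difference was not detectable at this depth. Clusters on the RNA do not measure the protein.

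The KO library serves as the background of the immunoprecipitation, and the first comparison is of its size. The WT libraries averaged 57192.5 ± 42479.4 clusters (SD, n = 2). The KO library had 1.47% of that number. Both WT libraries exceeded KO, but their own numbers differed by a factor that makes the ratio uncertain: it was 0.965% against WT replicate 1 alone and 3.10% against WT replicate 2 alone. The measure counted mattered more than any filter, since KO held 10.6% of the mean WT cluster reads. Such sums move with how much was called: the clusters covered 2983683 nt in WT replicate 1, 853762 nt in WT replicate 2 and 26525 nt in KO, with means of 30.6, 57.4 and 266 reads per cluster. Reads per cluster ran in the opposite order to the number of clusters. The median was 20 reads (quartiles 12 and 34) in WT replicate 1, 39 (15 and 80) in WT replicate 2 and 243 (111 and 376) in KO. The number of reads per distinct read sequence was 7.58 in WT replicate 1, 17.9 in WT replicate 2 and 30.7 in KO.

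T-to-C changes were abundant in the clusters of all 3 libraries. Of the T positions read within clusters, 7.98% were converted in WT replicate 1 (95% Wilson interval 7.97 to 7.99%), 7.55% in WT replicate 2 (7.54 to 7.56%) and 9.04% in KO (9.003 to 9.076%). The WT mean was 7.76 ± 0.307% (SD, n = 2). The KO value lay above both WT libraries. It also lay above the WT mean with at least 10 reads per cluster (9.03% against 7.67%), without mitochondrial clusters (9.27% against 7.80%) and as the median over clusters (11.1% against 8.55%). With at least 3 converted positions per cluster it was 6.68% against 7.01%, but that filter selects clusters on conversion itself. The deposited clusters, with at least 2 converted positions each, were selected on conversion as well. The order of KO and WT thus depends on this limit, and these shares cannot decide which library was converted more. The median share of reads with a T-to-C change per cluster was 94.1% in WT replicate 1, 97.47% in WT replicate 2 and 96.8% in KO. Clusters in which under 50% of the reads carried a change made up 4.16% of WT replicate 1, 3.95% of WT replicate 2 and 11.6% of KO clusters.

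Where on transcripts the clusters lay was compared next. Introns held 84.1% of clusters in WT replicate 1 (95% Wilson interval 83.8 to 84.3%) and 83.1% in WT replicate 2 (82.7 to 83.6%), a mean of 83.6 ± 0.664% (SD, n = 2). In KO the intronic share was 64.1% (60.8 to 67.3%), which was below both WT libraries by more than the spread between them. The setting that moved the WT value most, keeping the 842 clusters with the most reads in each WT library, was chosen after seeing the data; it gave 76.8% (73.9 to 79.6%) in WT replicate 1 and 72.6% (69.5 to 75.5%) in WT replicate 2, both still above KO. The 3' UTR share was 2.94% in WT replicate 1, 4.16% in WT replicate 2 and 6.29% in KO (4.84 to 8.14%). Coding sequence held 0.510%, 0.759% and 3.09% (KO interval 2.12 to 4.49%), in the same order. Unannotated clusters made up 6.11 ± 0.210% in WT (SD, n = 2) and 15.0% in KO (12.7 to 17.5%).

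**Figure D1:**
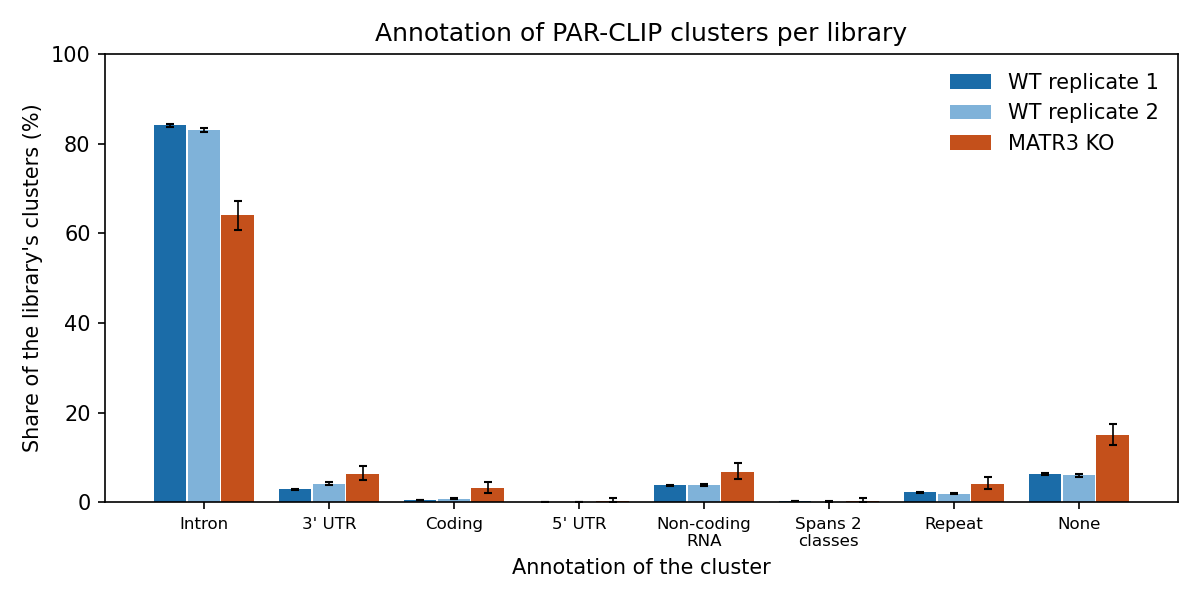
Share of each library's clusters (%, y axis) in each annotation class of the deposited tables (x axis), for WT replicate 1, WT replicate 2 and MATR3 KO; bars are single libraries and error bars are 95% Wilson intervals. Introns held 84.1% and 83.1% of WT clusters and 64.1% of KO clusters.

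Agreement between the WT replicates was measured by position. Of the 27155 clusters of WT replicate 2, 5295 overlapped a cluster of WT replicate 1 on the same strand, a share of 19.5% (95% Wilson interval 19.03 to 19.97%). Shifted positions gave 3.33%, so the observed share was 5.85 times the level expected by position alone. In the other direction 6.001% of WT replicate 1 clusters were found in WT replicate 2, with 1.03% after shifting. Taking the same number of clusters from each WT library, those with the most reads, lowered the share to 11.8%, the largest move among the alternatives. The share rose with the reads behind a cluster. In WT replicate 2 it was 8.22% (7.37 to 9.16%) for clusters of 5 to 9 reads and 48.0% (44.1 to 51.9%) for those with 200 or more. In WT replicate 1 it was 2.93% and 48.3% (44.6 to 52.1%) for the same classes. The shifted level rose too, from 2.73% to 8.51% in WT replicate 2 and from 0.696% to 7.34% in WT replicate 1. In the class of 200 or more reads the intervals of both libraries included 50%.

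**Figure D2:**
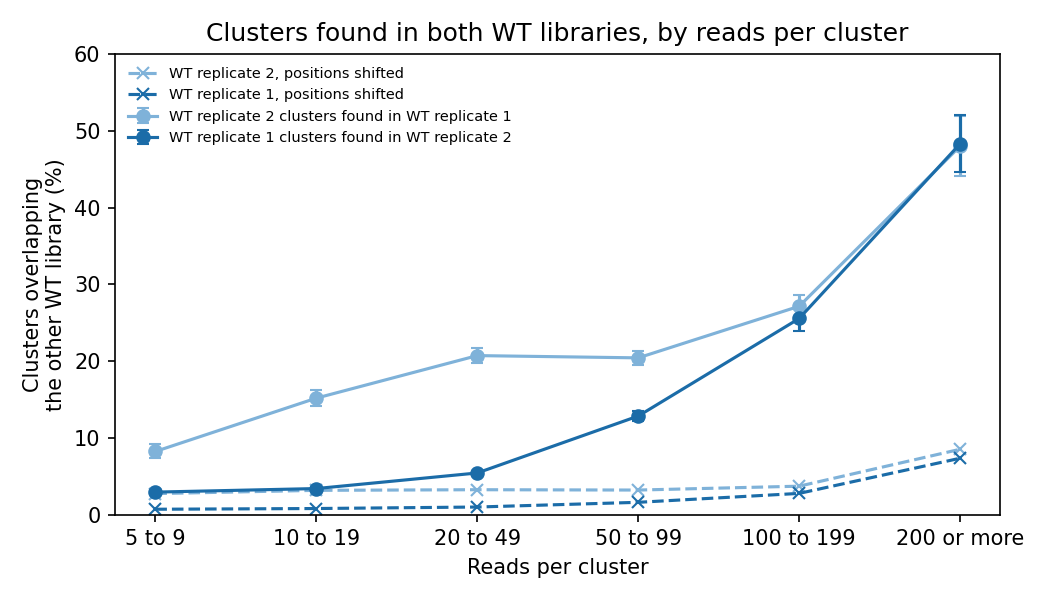
Share of the clusters of each WT library that overlap a cluster of the other on the same strand (%, y axis) by reads per cluster (x axis); solid lines are observed shares with 95% Wilson intervals, dashed lines the mean share after shifting positions. Observed shares rise to 48.0% and 48.3% at 200 or more reads and lie above the shifted level in every class.

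Overlap with the KO library was far lower. WT replicate 1 shared 44 of its 87230 clusters with KO, or 0.0504% (0.0376 to 0.0677%), against 0.0224% after shifting. WT replicate 2 shared 24 clusters, or 0.0884% (0.0594 to 0.131%), against 0.0319%. Of the 842 KO clusters, 55 overlapped a cluster of either WT library, a share of 6.53% (5.05 to 8.41%) against 2.75% after shifting. Without WT replicate 1 that share was 2.85%, since the other library offers fewer clusters. Of those 55 clusters, 27 were intronic and 19 lay in mitochondrial RNA, rRNA or tRNA. At equal size, with each WT library limited to 842 clusters, 17.8% of WT replicate 2 clusters were found in WT replicate 1, while 1.31% of WT replicate 1 and 1.19% of WT replicate 2 clusters were found in KO.

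By gene, clusters fell in 9189 genes in WT replicate 1, 6043 in WT replicate 2 and 619 in KO. Both WT libraries had clusters in 5526 genes, which is 91.4% of the genes of WT replicate 2. Of these 5526 genes, 480 (8.69%) also had a KO cluster, and these made up 77.5% of the 619 KO genes. Requiring at least 3 clusters in each WT library left 2719 genes. Across the 9706 genes with a cluster in either WT library, Spearman's rho of the reads in clusters was 0.651 (95% interval over resampled genes 0.637 to 0.665) and Pearson's r was 0.527 on the log2(reads + 1) scale. Genes are not independent replicates. The correlation was lowest, at a rho of 0.454, when clusters needed at least 3 converted positions, and highest, at 0.705, for the number of clusters per gene.

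The 3 genes with the highest geometric mean share of cluster reads over the WT libraries were mitochondrial. MT-ND2 held 0.591% of the cluster reads of WT replicate 1 and 0.660% of WT replicate 2, in 4 and 3 clusters, and had none in KO. MT-ND5 held 0.388% and 0.405%, with 0.107% in KO. MT-CYB held 0.331% and 0.324%, and in KO its share was higher, at 2.32%. All mitochondrial clusters together held 2.58% of the cluster reads in WT replicate 1, 2.41% in WT replicate 2 and 4.31% in KO. The other 7 genes drew their reads from many clusters. HDAC9 on chromosome 7 had 147 and 74 clusters in WT replicates 1 and 2, all intronic, and SND1, also on chromosome 7, had 171 and 74, all intronic. Neither had a KO cluster. GPC3 on chromosome X had 125 and 104 intronic clusters, and its share of reads differed between the WT libraries, at 0.162% and 0.462%; KO had 1 GPC3 cluster. ANKRD17 on chromosome 4 had 110 and 40 clusters, ADGRV1 on chromosome 5 had 138 and 59, and nearly all of these were intronic. ARIH1 on chromosome 15 had 112 and 34 clusters, of which 24 and 5 lay in the 3' UTR. ZFAS1 on chromosome 20, annotated as an antisense transcript, had 30 and 15. Among these last 4 genes KO had a single cluster, in ADGRV1. With 842 KO clusters in all, the absence of a KO cluster does not show that a gene was free of background.

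The 3 pairs of overlapping WT clusters with the highest geometric mean of reads were mitochondrial too. The top pair lay in the coding sequence of MT-ND2 on the plus strand, at positions 4822 to 4994 (as in the tables, which name no genome build) in WT replicate 1 with 13859 reads and 4924 to 4966 in WT replicate 2 with 8882 reads. That same cluster of WT replicate 1 also overlapped a second MT-ND2 cluster of WT replicate 2, at positions 4832 to 4878 with 1403 reads. In MT-CYB the pair spanned positions 15429 to 15687 with 5697 reads and 15403 to 15467 with 3705 reads, and KO had 1 cluster there with 4512 reads. T-to-C changes were carried by 64.1% of the reads in the MT-ND2 cluster of WT replicate 1 and 49.7% of those in its partner at positions 4924 to 4966, below the medians of both libraries.

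In KO the 5 genes with the most cluster reads were MT-CYB with 5204 reads, the 5S rRNA copy RNA5SP242 with 3377, MRPL50 with 1499, CTGF with 1351 and MT-RNR2 with 1332. RNA5SP242, MRPL50 and MT-RNR2 had clusters in both WT libraries, whereas CTGF, with 1 KO cluster in the 3' UTR on chromosome 6, had none in either. The 2 KO clusters of MRPL50, on chromosome 9, lay in the 3' UTR as well. The assignment of RNA5SP242 is uncertain because 5S rRNA has many near-identical copies.

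The base composition of the clusters was compared because it bears on the sequence that was crosslinked. It also bears on digestion by RNase T1, which cuts after G, and on the minimum of 2 converted positions. Cluster sequences ended in G in 73.5% of cases in WT replicate 1, 94.4% in WT replicate 2 and 72.1% in KO. These influences were not separated, so composition and G-containing words cannot be read as crosslink preference alone. T made up 41.0 ± 1.23% of cluster bases in WT (SD, n = 2) and 33.1% in KO, and G made up 10.1 ± 0.0990% in WT and 17.9% in KO. C was 27.4 ± 0.702% in WT and 22.8% in KO. Relative to dinucleotide shuffles, the most enriched pentamer was GTGGC, with a ratio of 2.32 in WT replicate 1, 2.36 in WT replicate 2 and 1.48 in KO (exact Poisson 95% interval 0.949 to 2.20). It was followed by GGAGA, GAGGC, GAGGA and GTGAG, with WT geometric means between 2.10 and 2.27. Each ratio compares a library with its own shuffles. As a share of all pentamers, each of these 5 words was more frequent in KO than in either WT library. Higher WT ratios thus do not mean that the words were more frequent in WT. With all clusters and dinucleotide shuffles, the GTGGC ratios of both WT libraries lay above the KO interval. So did those of GGAGA, at 2.12 in WT replicate 1 and 2.43 in WT replicate 2 against 1.12 in KO (0.682 to 1.73). For GAGGC the ratios of 2.08 and 2.41 lay inside the KO interval (1.86, 1.23 to 2.71), so WT and KO were not distinguishable at this depth. For the remaining words the WT libraries fell on different sides of the upper KO limit. GAGGA had 2.502 in WT replicate 2, above the KO interval (1.56, 1.03 to 2.25), and a lower ratio inside it in WT replicate 1. GTGAG had 2.21 in WT replicate 1, above the KO interval (1.29, 0.750 to 2.06), and 2.002 in WT replicate 2, inside it. Across 796 pentamers the WT libraries' ratios had a Spearman's rho of 0.949 and a Pearson's r of 0.946. Over the 483 pentamers with at least 20 expected occurrences in KO, rho was 0.953 between the WT libraries. Over the same pentamers it was 0.511 between WT replicate 1 and KO and 0.516 between WT replicate 2 and KO. The KO ratios rest on few occurrences. These G-containing words were scarce in WT: GTGGC occurred 1420 times in WT replicate 1 and 351 times in WT replicate 2. Removing 3 nt from each cluster end lowered the GTGGC ratio to 1.82 in WT and 1.24 in KO. Only 2 of the 5 pentamers then stayed among the 5 most enriched. GGAGA was then at 1.67 in WT and 1.02 in KO, but GAGGC was lower in WT (1.69) than in KO (1.85). The ratios of GAGGA and GTGAG stayed higher in WT. GTGGC was at 2.30 in WT and 1.57 in KO with at least 10 reads, and at 2.35 and 1.79 with single-nucleotide shuffles. KO intervals are given for all clusters and dinucleotide shuffles only.

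The words that occurred most often, listed after their values were seen, were pyrimidine runs. TTCTT made up 13.1 per 1000 pentamers in WT replicate 1, 14.9 in WT replicate 2 and 4.62 in KO. TTTCT made up 13.2, 14.7 and 5.40 per 1000. Their ratios over the shuffles were small. That of TTCTT was 1.16 in WT replicate 1, 1.14 in WT replicate 2 and 1.02 in KO (0.834 to 1.23), so most of its frequency went with the dinucleotides of the clusters. The shuffles keep these dinucleotides, so the ratios cannot show whether binding selected them. They do not account for the higher frequency in WT than in KO.

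The study's title points to cGAS-STING signalling, and a list of 20 nucleic acid sensing and related genes was fixed beforehand. Of these, 12 had a cluster in WT and 6 had clusters in both WT libraries. CGAS, named MB21D1 in the tables, had 1 intronic cluster of 17 reads in WT replicate 1 and 2 intronic clusters with 163 reads in WT replicate 2. STING1, named TMEM173, had 1 coding cluster of 8 reads in WT replicate 1 and none in WT replicate 2. RNASEH2B had 37 clusters with 1571 reads in WT replicate 1 and 12 with 707 reads in WT replicate 2. ADAR had 13 and 6 clusters, of which 4 and 5 lay in the 3' UTR, LMNB1 12 and 3, TBK1 4 and 1, and RIGI (DDX58) 2 and 1. MAVS had 3 clusters and RNASEH2C, IFI16, ISG15 and LSM11 had 1 each, in WT replicate 1 only. KO had 1 cluster in the list, of 96 reads in an intron of TBK1. The list's median was 0.5 clusters per gene, the mean of the WT libraries being taken for each gene. That median stood at percentile 95.5 among random lists matched on gene length, as a description of these libraries. It rested on WT replicate 1, since in WT replicate 2 only 6 of the 20 genes had a cluster. The list's median there, like that of most random lists, was no cluster. The percentile of 49.8 without WT replicate 1 was thus set by ties, which place a list midway. It cannot show whether the list stood out in WT replicate 2. Without matching on gene length the percentile over both WT libraries was 84.0.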

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

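The KO interval and the L1 share were examined after the result was seen; the other tests of this part were written down before their values were computed.

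The names of repeat elements, which enter no comparison above, showed one family far above the KO control. Among clusters annotated as repeats, which in these tables lie outside annotated genes, L2 elements made up 52.8% (1007 of 1909) in WT replicate 1 and 54.9% (289 of 526) in WT replicate 2. In KO the share was 8.57% (3 of 35). The difference between genotypes was not tested, as there is 1 KO library. Several technical explanations were argued against by the tables. The upper limit of the KO share (95% Wilson interval) was 22.4%, below both WT shares, so the small number of KO clusters does not bridge the gap. Counting each 100 kb window once per strand left shares of 45.0% in WT replicate 1 and 51.3% in WT replicate 2, so a few loci with many clusters are not the whole source. Among WT repeat clusters with a T share no higher than 30.8%, the median of the KO repeat clusters, L2 made up 43.8% in WT replicate 1 and 57.6% in WT replicate 2, so T content alone does not give the share. With at least 100 reads per cluster the lower of the WT shares was 62.9%. A mapping filter against L1 as a whole would hold L1 down in every library, but L1 made up 20% of the KO repeat clusters (7 of 35, 10.0 to 35.9%). The L1 share was 3.72% in WT replicate 1 and 3.04% in WT replicate 2. Alu shares were low throughout, at 3.56% in WT replicate 1, 1.71% in WT replicate 2 and 2.86% in KO. The KO value of L1 therefore argues against a filter on all L1 only. L1 elements were not split by age, so a filter on young L1 stays open, as does a filter on other repeats. What also stays open is a difference between the KO and WT preparations other than MATR3, which 1 KO library cannot exclude. A preference of MATR3 for L2-derived sequence is a hypothesis that may be followed up inside introns, where the tables give the gene and not the repeat.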

How the results depend on the processing

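The results were recomputed under each alternative; 2 of these, the count of distinct read sequences and the limit of 842 clusters per WT library, were chosen after seeing the data. No paired analysis was possible because the KO arm has 1 library. The background of flanking genomic windows was not run.

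The minimum of 3 converted positions changed most results. It left 34735 clusters in WT replicate 1, 6818 in WT replicate 2 and 264 in KO. The T-to-C share became 7.01% in WT and 6.68% in KO, which reversed their order. This filter selects on the conversion that the share measures, as does the minimum of 2 in the deposited clusters. The intronic share became 85.5% in WT and 58.7% in KO. The share of WT replicate 2 clusters found in WT replicate 1 rose to 24.99%, the share of WT replicate 1 clusters found in KO fell to 0.0230% while that of WT replicate 2 rose to 0.103%, and the share of KO clusters found in WT fell to 3.79%. Genes with clusters in both WT libraries fell to 2652 and the correlation across genes to 0.454, while the GTGGC ratio rose to 2.77. The minimum of 10 reads moved the correlation to 0.630 and the GTGGC ratio to 2.30. Pearson's r, 0.527 in the report, ran from 0.248 with the same number of clusters in each WT library to 0.766 for clusters per gene. It was 0.320 with 3 converted positions and 0.672 with a pseudocount of 10.

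Without mitochondrial clusters the KO T-to-C share was 9.27%, the share of WT replicate 2 clusters found in KO 0.0554%, the share of KO clusters found in WT 4.97% and the GTGGC ratio 2.28. With the same number of clusters in each WT library the intronic share was 84.4%, the shared clusters 11.8%, the correlation 0.520 and the GTGGC ratio 2.39. With 842 clusters in each WT library the intronic share was 74.7%, the shared clusters 17.8%, and the shares found in KO 1.31% and 1.19% for WT replicates 1 and 2. Fewer clusters enter these fits by construction; otherwise the cause was not tested.

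Weights also mattered. The KO to WT ratio was 10.6% in reads and 3.32% in distinct read sequences. The median T-to-C share over clusters was 8.55% in WT and 11.1% in KO. Weighted by reads, introns held 80.8% in WT and 59.9% in KO. An overlap of at least 50% of both clusters gave 17.4% shared between WT replicates and 0.0332% of WT replicate 1 clusters shared with KO. At least 3 clusters per gene left 2719 genes, and counting clusters gave a correlation of 0.705. Among genes with clusters in both WT libraries the correlation was 0.661. Removing cluster ends lowered the GTGGC ratio to 1.82. Leaving out WT clusters that overlap a KO cluster gave an intronic share of 83.6% in WT and a GTGGC ratio of 2.34.

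Leaving out each WT replicate gave KO to WT ratios from 0.965% to 3.10%, shares of KO clusters found in WT from 2.85% to 5.23%, and list percentiles from 49.8 to 97.3. Changes of the list percentile were judged against 33.6 points, the SD of the WT libraries' percentiles. That measure replaced a fixed width of 10 points after the percentiles had been seen. By the earlier width the percentile of 84.0 without length matching would have counted as moved. By the SD it did not, but that SD includes the 49.8 set by ties in WT replicate 2, which makes it a lax measure. No other verdict differed.

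The KO library had fewer clusters than either WT library with at least 10 reads, with at least 3 converted positions and without mitochondrial clusters, the settings in which clusters per library were recounted. Its intronic share was below the WT mean in each setting in which that share was recomputed. WT replicate 2 clusters were found in WT replicate 1 more often than after shifting in each setting in which this was recomputed, and more often than in KO in each of those settings with a KO value; the same number of clusters per WT library has none, and the share of WT replicate 1 clusters found in WT replicate 2 was not recomputed. Of 56 alternative values for the other 4 pentamers, 10 moved by more than the spread, 4 of them up and 6 down, and the WT ratios stayed between 1.64 and 3.41. Shuffles that kept single nucleotides only put none of the 5 named pentamers among the 5 most enriched. With 3 converted positions all 5 fell below the minimum of 100 occurrences in WT replicate 2, with 40 to 89, and so could not be ranked. The 842 KO clusters limit what KO can show: its intronic share has an interval of 60.8 to 67.3%, and a gene without a KO cluster was not shown to be free of background.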

Other observations

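Tests reported here were chosen after the result was seen, except those of the first base on the minus strand, of the 100 nt gap, of the abundant genes, of distinct sequences at equal reads and of the random strands, which were written down before their values were computed.

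The deposited share of reads that end in G, a check on RNase T1 cleavage, depended on the strand. On the plus strand its mean was 72.3% in WT replicate 1, 95.1% in WT replicate 2 and 74.8% in KO. On the minus strand it was 1.62%, 1.79% and 6.73%. The cluster sequences in the same tables did not show this, since those on the minus strand ended in G in 80.5%, 95.9% and 71.7% of cases, so cleavage at other bases on the minus strand is argued against by that lowest value of 71.7%. A candidate explanation is that the column takes the first base of minus-strand reads. Minus-strand clusters whose sequence starts with G had mean values of 54.2%, 84.6% and 95.9%, against 0.613%, 0.413% and 0.417% for the others. The value of 54.2% in WT replicate 1 is short of the values near 100% named beforehand for this explanation, so it holds there in part only. The column is better not used for minus-strand clusters.

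KO had few clusters with many reads each, with 30.7 reads per distinct sequence against 7.58 and 17.9 in WT. A candidate explanation is amplification of few molecules. Under it the reads of a cluster would end alike, whatever base they end on. On the plus strand, reads with and without an end G were mixed (between 2% and 98%) in 2.87% of KO clusters, 5.54% of those of WT replicate 2 and 38.0% of those of WT replicate 1. In 24.4% of the plus-strand KO clusters all or nearly all reads lacked an end G. That share was 12.6% in WT replicate 1 and 3.10% in WT replicate 2. The number of distinct sequences gave no such picture. Its median per cluster was 7 in KO and 3 in each WT library, and among clusters of at least 100 and under 200 reads it was 5 in KO, 5 in WT replicate 2 and 13 in WT replicate 1. Amplification stays open, because the WT libraries differ from each other at equal reads and KO matches one of them. Carry-over from the WT libraries, as the main source, would place KO clusters on WT sites, but 5.23% of them were found in WT replicate 1, against 19.5% of the clusters of WT replicate 2. At 100 or more reads the shares were 5.34% of 655 KO clusters and 30.0% of 4492 clusters of WT replicate 2. A background set by true contacts of other proteins was not tested.

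The WT libraries shared 19.5% of the smaller one's clusters. Sparse sampling of many sites may account for part of this, because the share rose to 48.0% at 200 or more reads in WT replicate 2. The shifted level rose to 8.51% in that class, so a part of the rise is overlap expected by position alone. Small offsets between the libraries do not account for most of it, as the share above chance did not double, the mark set beforehand: allowing a gap of 100 nt raised the share to 34.2%, of which 10.6% was expected after shifting, leaving 23.6 percentage points above that level against 16.2 without the gap.

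MATR3 RNA itself carried 53 and 26 clusters in the WT libraries, more than any of the 200 protein-coding genes nearest to it in length, so gene length does not give this rank (percentile 100 in both). High abundance of its pre-mRNA could. In a list of 14 abundant nuclear RNA-binding protein genes, the median of the lower of each gene's percentiles in the WT libraries was 89.9, and 5 of the 14 were at or above percentile 95 in both. The percentile of MATR3 is at its upper end and cannot show how far it stands above them. The highest numbers of clusters in the list were 30 and 7, below those of MATR3, which goes against abundance alone, but these numbers are not matched on gene length. Abundance and a preference of MATR3 for its own transcript cannot be told apart here because no RNA abundance was measured. RNASEH2B, chosen after its values were seen, stood at percentiles 99 and 99.5 among genes of its length.

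More WT clusters lay on the plus strand than on the minus strand, at 53.0% (52.7 to 53.4%) in WT replicate 1 and 53.5% (52.9 to 54.1%) in WT replicate 2. In KO the share was 49.6% (46.3 to 53.0%). Strands were also drawn at random for each gene. Of 10000 draws, those with an excess as large gave a random-strand p-value of 0.000400 for WT replicate 1 and 0.0002 for WT replicate 2. These p-values add 1 to the number of such draws and to the number of all draws. Chance in the strand of a few genes with many clusters is therefore unlikely to be the whole source. Counting each gene once lowered the plus-strand share to 51.1% in WT replicate 1 and 52.2% in WT replicate 2. Part of the excess thus goes with genes that hold many clusters. Unannotated clusters showed 52.1% in WT replicate 1, 53.2% in WT replicate 2 and 51.6% in KO (126 clusters), so KO was not clearly apart there. Whether strand-dependent processing or the genes bound give rise to the excess was not tested.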
